A study of Mus musculus with 12 samples.

How the data were processed

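RNA from the medial prefrontal cortex of 12 mice was measured by RNA sequencing. The mice fell into 4 groups of 3, crossing 2 inbred strains with chronic restraint stress (CRS) or handling without restraint. According to the labels' protocols, mice were 9 to 10 weeks old, restraint lasted 6 h per day for 21 days, tissue was taken with a 1.5 mm punch after behavioural testing, and stranded poly(A)-selected libraries were sequenced as paired 150 bp reads to about 6 Gb per library. Groups and animal numbers were taken from the sample titles. The labels do not give the sex of the mice, the time of day of collection, the litter, or the sequencing batch.

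The values used were TPM (transcript abundances corrected for length and scaled to a fixed total per library) as the authors deposited them, in a table of the whole series with 1 column per library. Per the file headers, a column carries a strain and an animal number, and each column matched the title of a single sample. The table had 147902 rows, apparently 1 per transcript, each with only a gene name; 55678 different names occurred, 21277 of them on more than 1 row. Each column summed to the same total of 1000000, and the unit was read from this and from the non-integer values, since neither the labels nor the header names it. The labels' protocols say only that expression was quantified from the reads. They do not state the aligner, the quantifier, the genome build, the annotation, or whether strand was used. Because TPM keeps no depth, the number of reads per library is unknown, counting error cannot be given, and precision rests on the spread between animals. No column belonged to no sample, and no 2 columns were identical. A total of 7 rows with a nonzero value repeated another row exactly; they were kept.

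TPM values were summed over rows with the same gene name. Genes with at least 1 TPM in at least 3 libraries were tested (16423 genes) on the scale log2(TPM + 1), with a model of 4 group means (8 residual degrees of freedom) in limma 3.58.1 under R 4.3.3, using lmFit, contrasts.fit and eBayes with an intensity trend. All 12 libraries entered each fit so that the contrasts shared a single estimate of the spread. The contrasts were CRS against control in each strain, the difference between those effects (interaction), BALB/c against B6 in controls and under stress, and the stress effect averaged over strains. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. A test on counts had been planned; the unit of the table ruled it out, and the limma test planned for normalized values was used in its place.

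Genes were named by a rule fixed before the data were examined. Per contrast, the rule took called genes whose 3 libraries of one group all lay above the 3 of the other, with a mean of at least 1 on the log2 scale and a symbol other than Gm plus digits, Rik or -ps. It named the 3 with the largest rise and the 3 with the largest fall. The separation of groups was not required for the interaction and the averaged effect. Where no gene passed, the 2 genes of lowest p in each direction were named as not significant. Members of the gene sets below could also be named for their set. Gm47893, Fos and Arc, the example pairs of genes and pseudogenes, the marker genes and the RNAs used for quality checks were chosen after their values were seen.

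A collection of 12 gene sets (195 genes, covering immediate early genes, glucocorticoid response, receptors of the stress axis and markers of cell types and neighbouring tissue) had been fixed before the data were examined. Sets were tested with camera from limma, two-sided, at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets within a contrast. The effect of a set is given relative to all tested genes. A set score is the mean log2(TPM + 1) of its members in a library. Scores were compared by exact permutation of the control and CRS labels within strains (400 relabellings for averaged effects and interactions); for 3 against 3 libraries the smallest two-sided exact p is 0.1.

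Near-identical genes were found by aligning the longest GENCODE M21 transcript of each tested gene to those of the others with blastn 2.17.0. Pairs with at least 95% identity over at least 80% of the shorter transcript were joined, and joined pairs were chained into units, the largest of 69 genes. Of the tested genes, 15617 (95.1%) had a transcript of the same name. Names in the table that M21 lacks show that the authors used a newer annotation, so the reference served only for gene types, overlaps and sequence similarity, and no coordinates are given; 48217 of the 55678 names had the same symbol in M21.

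Animal numbers are shared between strains (9 in controls, 12 and 13 under CRS). These are different animals, and a fit with these numbers as block terms was run as an alternative. Each shared number lies within a single treatment, so in this fit the averaged stress effect rests on the libraries with unshared numbers alone. Other alternatives were another scaling (median of ratios, computed from the TPM values of genes at 1 TPM or more in all libraries), a pseudocount of 0.1, no filter on low values, robust estimation, the myelin score as a covariate, fits of only the groups compared, other thresholds, other gene set tests, and leaving out each library in turn. A further 6 alternatives were chosen after the data had been seen and are named as such with their results.

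The model script was tested on simulated data with the real gene means and spreads and with independent noise for each gene. The changed genes had a mean log2(TPM + 1) of at least 3, and the change was placed in the B6 CRS libraries. With 200 of 16423 genes changed by 1 on the log2 scale, 158 (79%) were called. With 200 genes changed by 2, 196 (98%) were called. In each simulation 8 unchanged genes were called.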

Results

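Gene expression was compared between mice of 2 inbred strains, C57BL/6JmsSlc (B6) and BALB/cCrSlc (BALB/c), after chronic restraint stress (CRS) or handling alone. CRS is a rodent stress model in which a mouse is held in a tube for part of each day, here for 6 h on each of 21 days. The series addresses whether the transcriptional response of the medial prefrontal cortex, a region involved in stress regulation, differs between these strains. Each of the 4 groups held 3 libraries, 1 per animal, named here by animal number. Expression was given as TPM, so every library has the same total and its depth is unknown. Between 14805 and 15542 genes reached 1 TPM in a library. Mitochondrial transcripts made up 17.35% to 23.88% of TPM per library, and the neuronal noncoding RNA Bc1 made up 8.68% to 13.52%. The 18S ribosomal RNA gene accounted for 3.97% of TPM in BALB/c CRS replicate 12 and for 0.031% to 0.169% in the other 11 libraries.

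Libraries separated by strain. The first principal component held 48.7% of the variance and placed all 6 B6 libraries below 0 and all 6 BALB/c libraries above 0. The median correlation of log2(TPM + 1) across genes was 0.976 between libraries of the same group, 0.978 between libraries of the same strain under different treatment, and 0.943 between strains.

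**Figure D1:**
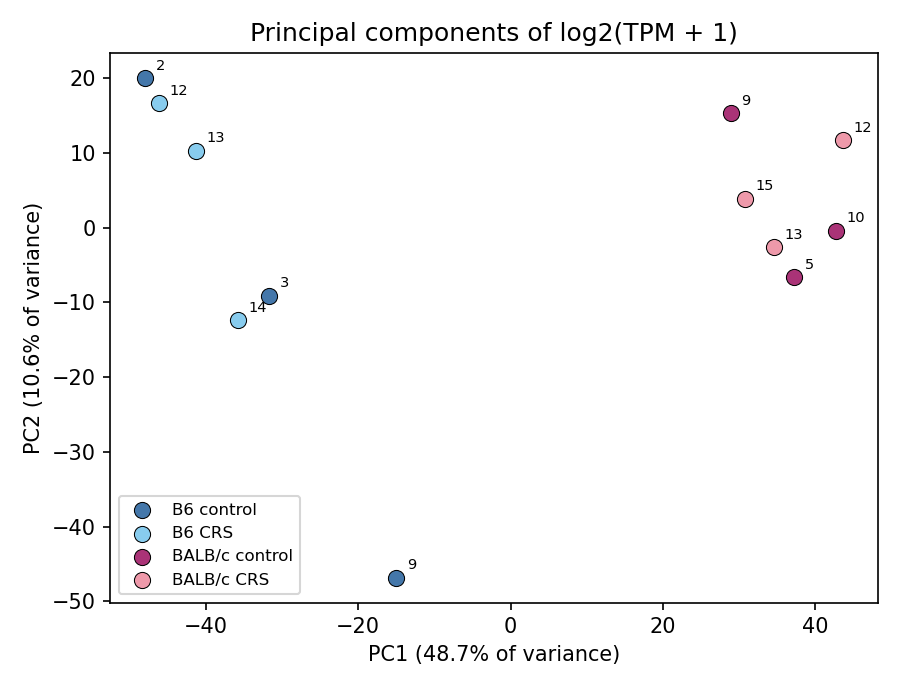
First against second principal component of log2(TPM + 1) for the 12 libraries, coloured by group and marked with the animal number; axes give the percent of variance (48.7% and 10.6%). B6 libraries lie at negative and BALB/c libraries at positive values of the first component, and controls and CRS libraries are mixed within each strain.

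The first question was which genes change with CRS in each strain. In B6, 0 of 16423 genes passed an adjusted p-value of 0.05 (limma, Benjamini-Hochberg), and 792 genes (4.8%) had an unadjusted p-value under 0.05. In BALB/c, 1 gene passed and 497 genes (3%) had an unadjusted p-value under 0.05. The 3 CRS libraries lay entirely above or below the 3 controls for 8.3% of genes in B6 and 7.4% in BALB/c, against 10% expected by chance. Of the processing alternatives, leaving out the filter on low values moved the B6 count most, to 7 genes. The gene called in BALB/c was Gm47893 (log2 change 2.80, SE 0.32, adjusted p 0.0226 by limma), singled out after its values were seen. It was listed at 0 in the other 9 libraries and at 9.08, 8.31 and 2.60 TPM in BALB/c CRS replicates 12, 13 and 15. GENCODE M21 annotates it as a processed pseudogene, and its sequence falls in a chained unit of 8 similar genes that includes Glrx2, so its own value is uncertain. Glrx2 was at 60.3 to 73.6 TPM in the 12 libraries, too high for the sum of the unit to test a change of this size. The call was absent under median-of-ratios scaling (adjusted p 0.064, limma).

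The named genes of lowest p in the single-strain contrasts did not pass the threshold. In B6 these were Fabp7 and Eps8l1, which were higher after CRS, and Egr1 and Sertad1, which were lower. In BALB/c they were Fabp7 and Bmp6, which were higher, and Egr1 and Gadd45a, which were lower. Fabp7, which encodes a fatty acid binding protein, rose in B6 from 28.4 ± 8.15 TPM (SD, n = 3) to 76.9 ± 8.98 TPM (SD, n = 3), a log2 change of 1.44 (SE 0.18, adjusted p 0.0737, limma). It passed in B6 with a pseudocount of 0.1 (adjusted p 0.048, limma) and among genes with a mean of 5 TPM or more (adjusted p 0.0397, limma), and not under the other alternatives that kept all libraries. In BALB/c it rose from 43.8 ± 3.73 TPM (SD, n = 3) to 90.3 ± 9.33 TPM (SD, n = 3), a log2 change of 1.03 (SE 0.18, adjusted p 0.625, limma). All 3 CRS libraries lay above all 3 controls in each strain. Egr1, which encodes an activity-dependent transcription factor, fell in B6 from 160.4 ± 21.6 TPM to 81.9 ± 12.3 TPM (SD, n = 3 each), a log2 change of -0.96 (SE 0.15, adjusted p 0.224, limma). In BALB/c it went from 159.5 ± 11.7 TPM to 104.0 ± 15.9 TPM (SD, n = 3 each), a log2 change of -0.62 (SE 0.15, adjusted p 1, limma). The log2 changes of Eps8l1 (1.25) and Sertad1 (-0.61) in B6 and of Bmp6 (0.85) and Gadd45a (-0.93) in BALB/c had adjusted p-values of 0.68 or more (limma). Eps8l1, Bmp6 and Gadd45a overlap a gene on the other strand in M21, and their values are uncertain where strand was not used in quantification.

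Averaged over the strains, 1 gene passed, and 849 genes (5.2%) had an unadjusted p-value under 0.05. The gene was Fabp7, with a log2 change of 1.23 (SE 0.13, adjusted p 0.00995, limma). Egr1 was next to the threshold at -0.79 (SE 0.10, adjusted p 0.0509, limma), and it was called beside Fabp7 under median-of-ratios scaling (adjusted p 0.009, limma). With the animal numbers shared between strains as a replicate block, Fabp7 changed by 1.29 and was not called (adjusted p 0.351, limma). Each shared number lies within 1 treatment, so this averaged effect rests on the libraries with unshared numbers alone. The lost call therefore cannot decide whether Fabp7 rose. Fos and Arc, chosen after their values were seen, are shown as further immediate early genes. Fos fell in B6 from 42.3 ± 16.4 TPM to 12.5 ± 5.56 TPM (SD, n = 3 each), and in BALB/c it was 42.4 ± 16.5 TPM in controls and 32.7 ± 14.9 TPM after CRS (SD, n = 3 each). Arc fell in B6 from 104.4 ± 19.4 TPM to 37.5 ± 9.80 TPM and was 83.2 ± 46.7 TPM and 60.9 ± 17.04 TPM in BALB/c (SD, n = 3 each). Neither was significant in B6 (adjusted p 1 and 0.993, limma), and neither was called for the interaction (adjusted p 1 for each, limma).

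**Figure D2:**
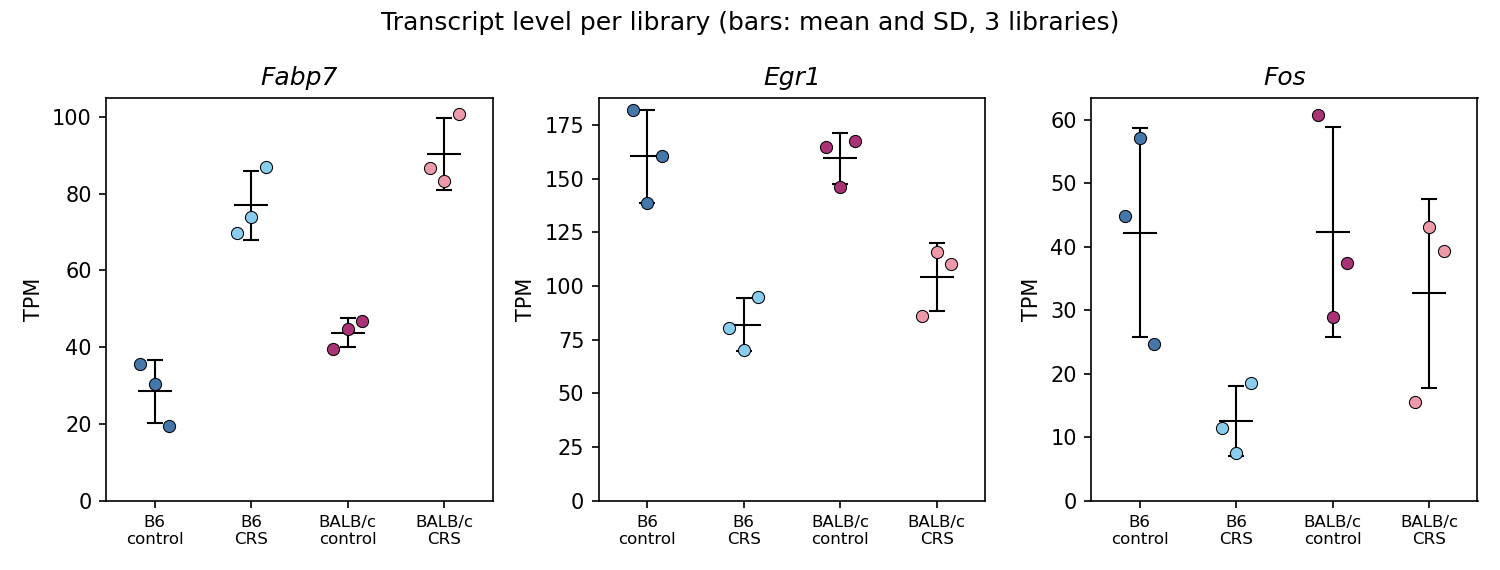
TPM of Fabp7, Egr1 and Fos in each library by group; points are animals, and bars give the mean and SD of 3 libraries. Fabp7 lies at 19.5 to 46.9 TPM in the 6 controls and at 69.8 to 100.9 TPM in the 6 CRS libraries, while Fos overlaps between BALB/c controls and CRS libraries.

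Gene sets fixed in advance asked whether groups of genes moved together. With camera at an inter-gene correlation of 0.01, 6 of the 12 sets passed an adjusted p-value of 0.05 in B6, 5 in BALB/c and 6 for the averaged effect. The test of immediate early genes gave the lowest p in each of these contrasts. Relative to all genes, the set was lower after CRS by a log2 value of -0.84 in B6 (adjusted p 1.74e-20, camera in limma, 20 of 20 genes lower). In BALB/c it was lower by a log2 value of -0.30 (adjusted p 8.65e-07, camera in limma, 17 of 20 genes lower). For the averaged effect it was -0.57 (adjusted p 1.64e-21, camera in limma). These p-values depended on the assumed correlation between genes. With the correlation estimated from the data, 0 sets passed in any contrast, and the immediate early genes had adjusted p-values of 0.0876 in B6, 0.473 in BALB/c and 0.0768 for the average (camera in limma). With the rotation test fry, 0 sets passed in any stress contrast or the interaction, with 0.0693, 0.93 and 0.094 for this set (fry in limma). Among the scores of the 12 sets, that of the immediate early genes fell by 0.54 on average, with an exact permutation p of 0.03 (two-sided, 0.36 after adjustment over the 12 sets), and no other set had an exact p under 0.05. Within B6 the score was 5.00 ± 0.14 in controls and 4.18 ± 0.31 after CRS, and within BALB/c it was 4.96 ± 0.30 and 4.71 ± 0.37 (SD, n = 3 each). The glucocorticoid response set was lower by a log2 value of -0.17 in B6 (adjusted p 0.0267, camera in limma), with an exact permutation p of 0.2 for its score. Its members were mixed, with 16 of 22 genes lower. Across 6 fits that each left out 1 library, the value of this set ran from -0.21 to -0.10. The call was not kept in all of them (largest adjusted p 0.413, camera in limma).

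**Figure D3:**
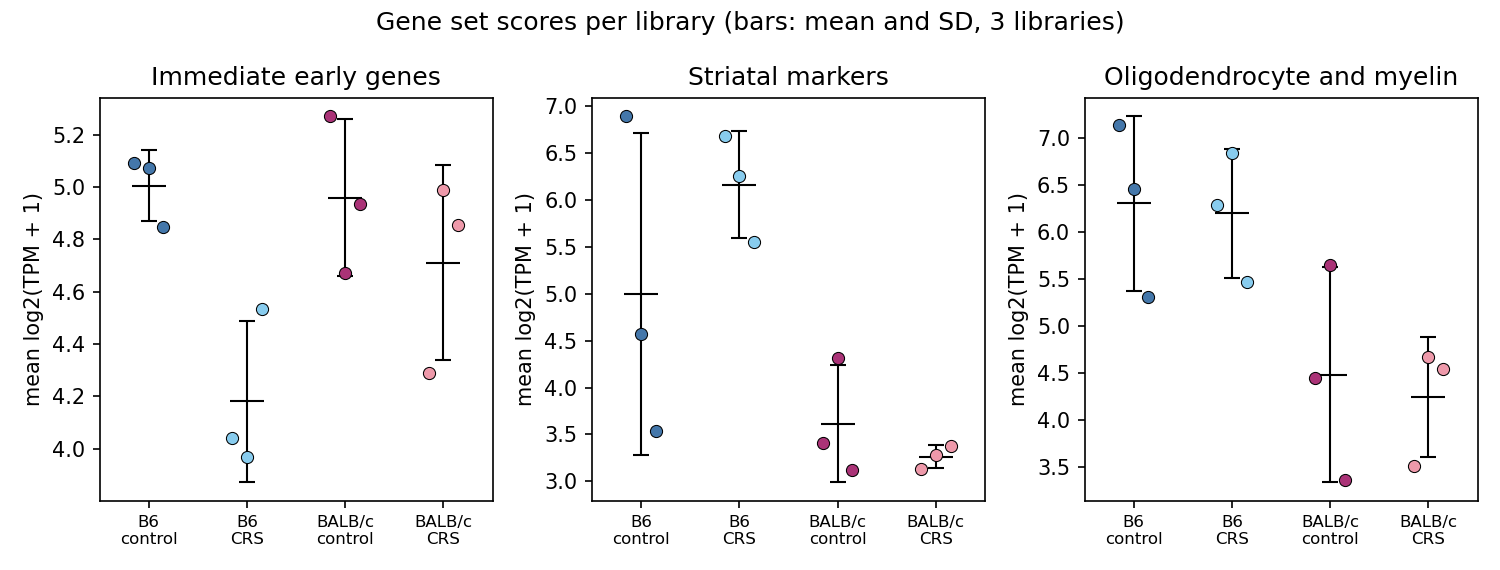
Scores of the immediate early, striatal and myelin gene sets in each library, as mean log2(TPM + 1) of the members; points are animals, and bars give the mean and SD of 3 libraries. The striatal score ranges from 3.53 to 6.89 among B6 controls, and the myelin score is lower in BALB/c (4.48 ± 1.14 in controls) than in B6 (6.30 ± 0.93 in controls), with overlap.

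The second question was whether the response to CRS differs between strains. No gene passed for the interaction (0 of 16423; 443 genes, 2.7%, had an unadjusted p-value under 0.05), and the smallest adjusted p-value was 0.442 (limma). The named genes of lowest p, none significant, were Ciart and Airn, whose CRS effect was more positive in BALB/c, and Mycbp and Lrrc51, whose CRS effect was more negative. Ciart had a log2 difference of 0.96 (SE 0.17, adjusted p 0.494, limma). The other 3 genes had log2 differences of 1.17, -1.14 and -1.03 and adjusted p-values of 1 (limma). Airn is annotated as an antisense transcript, and Mycbp and Lrrc51 overlap genes on the other strand. Of the 12 gene sets, 3 passed for the interaction with camera: striatal markers (-1.56, adjusted p 8.09e-10), immediate early genes (0.54, adjusted p 1.41e-05) and choroid plexus markers (-0.57, adjusted p 0.00622, camera in limma for all 3). The exact permutation p-values of their scores were 0.22, 0.25 and 0.15, all 0.855 after adjustment over the 12 sets. Striatal scores differed widely among B6 controls, from 3.53 in replicate 9 to 6.89 in replicate 2. The log2 effects of CRS in the 2 strains had a Pearson correlation of 0.114 across 16423 genes, which are not independent replicates. Of 100 regroupings of the libraries within strains, 27, the real one included, gave a correlation at least as far from 0.

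The third question was how the strains differ at baseline and under CRS. In controls, 777 genes passed (limma), of which 224 were higher and 553 lower in BALB/c, and 387 changed at least 2-fold. The share of lower genes was 71.2%, and the median of all genes was shifted by -0.10 on the log2 scale. With median-of-ratios scaling 317 genes were higher and 394 lower (55.4% lower), and 610 genes were called under both scalings. Under CRS, 1264 genes passed, 389 higher and 875 lower in BALB/c (69.2% lower). With median-of-ratios scaling these were 639 and 758 (54.3% lower). A total of 572 genes were called in both strain contrasts, all in the same direction. The groups did not overlap for 22.9% of genes in controls and for 29.3% under CRS, against 10% by chance. Among the alternatives that kept all libraries, adding the myelin score as a covariate moved the count in controls most, to 305 genes, of which 292 were among the 777. Leaving out 1 library gave between 425 and 1378 genes. The replicate block gave 565 genes in controls, 541 of them among the 777; the deviations of the same-numbered control libraries from their group means had a correlation of -0.242 across genes. In controls 5 gene sets passed with camera, with and without the replicate block. They were the myelin, astrocyte, microglia, glucocorticoid response and striatal sets, all lower in BALB/c. The myelin set was lower by a log2 value of -1.71 (adjusted p 1.56e-06, camera in limma). In controls the exact permutation p of the score was 0.2 for the myelin and striatal sets and 0.1, the smallest possible with 3 against 3 libraries, for the astrocyte, microglia and glucocorticoid response sets. The striatal set was lower by a log2 value of -1.27 (adjusted p 0.00856, camera in limma), and it was higher by 0.23 with the myelin score as a covariate (adjusted p 0.163, camera in limma). Across 6 fits that each left out 1 library, the striatal value ran from -2.01 to -0.31. The call was not kept in all of them (largest adjusted p 0.69, camera in limma).

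The genes named by the rule were the same in both strain contrasts. Rps3a2, Eno1b and Tpm3-rs7 were higher in BALB/c, and Rps2, Pttg1 and Ccl21d were lower. In controls, Rps3a2 was at 0, 0.26 and 0 TPM in B6 and at 140.3 ± 19.2 TPM (SD, n = 3) in BALB/c. Eno1b was at 2.27 ± 0.84 TPM in B6 and at 266.2 ± 4.75 TPM in BALB/c (SD, n = 3 each), a log2 difference of 6.38 (SE 0.15, adjusted p 3.3e-11, limma). Tpm3-rs7 was at most 0.58 TPM in B6 controls and at 76.6 ± 4.06 TPM (SD, n = 3) in BALB/c controls. Rps2 was at 701.7 ± 96.7 TPM in B6 and at 18.4 ± 1.23 TPM in BALB/c (SD, n = 3 each), a log2 difference of -5.17 (SE 0.13, adjusted p 3.82e-11, limma). Pttg1 was at 57.8 ± 12.6 TPM in B6 and at 1.09 ± 1.58 TPM in BALB/c (SD, n = 3 each), a log2 difference of -5.04 (SE 0.44, adjusted p 1.36e-05, limma). Ccl21d was at 8.76, 27.5 and 40.96 TPM in B6 controls and was listed at 0 in all 6 BALB/c libraries.

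Several of these genes have near-identical copies, so their own values are uncertain. Rps3a2, which M21 annotates as a processed pseudogene, falls in a unit of 4 genes whose sum differed by -0.14 between control groups (adjusted p 0.585, limma). Eno1b falls in a unit of 3 genes whose sum differed by 0.25 (adjusted p 0.371, limma). The unit of 9 genes with Rps2 was higher in BALB/c when summed (1.13, adjusted p 3.74e-05, limma), since the pseudogene Rps2-ps10 was at 7.95 TPM in B6 controls and 1519 TPM in BALB/c controls. No near-identical tested gene was found for Tpm3-rs7 or Pttg1, and Ccl21d had no transcript of its name in M21 to compare. Only the longest transcript of each gene was aligned, so a copy of a shorter transcript could be missed. Among the 777 genes called in controls, 154 (19.8%) had a near-identical copy, against 896 (5.7%) of the 15646 tested genes not called (Fisher's exact test, two-sided, p 2.08e-38). The 154 genes fall in 91 units whose members are not independent, so this p-value overstates the evidence. Genes without a transcript in M21 were counted as having no copy.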

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

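The tests of the immediate early and striatal sets against the leaving out of single libraries, and the count of overlapping pairs of libraries, were chosen only after the results were seen. Set effects are taken relative to all tested genes, so a shift shared by all genes of a library largely cancels. For the sets below, persistence under another scaling is therefore only weak evidence against scaling as a cause.

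The striatal marker set stood out because its camera test of the interaction passed: its CRS effect was lower in BALB/c than in B6 by a log2 value of -1.56. The size of this difference was not stable: it ran from -2.52 to -0.82 across 12 fits that each left out 1 library. The test stayed past the threshold with median-of-ratios scaling (adjusted p 1.29e-06) and in each of 12 fits that left out 1 library (largest adjusted p 0.000226). The animals did not bear it out: relabelling control and CRS libraries within strains gave an exact permutation p of 0.22 for the score. In B6 the score was 6.89, 4.57 and 3.53 in control replicates 2, 3 and 9, and 6.69, 6.25 and 5.56 in CRS replicates 12, 13 and 14. Of the 9 pairs of a B6 control with a B6 CRS library, 3 had the control above the CRS library, so restraint did not separate the groups. Penk ranged from 48.4 to 1182 TPM and Drd2 from 1.09 to 69.1 TPM among the 3 B6 controls. Punch placement is a candidate explanation: a second list of striatal genes, not part of the first, followed it over the 6 B6 libraries (Pearson r 0.998, exact permutation p 0.00139, adjusted 0.00834; Spearman rho 1, exact p 0.00278, adjusted 0.0167). The r was 0.997 without the 2 libraries farthest from the median. The relation was weaker over the 6 BALB/c libraries (r 0.668, exact permutation p 0.0611, adjusted 0.0917; rho 0.657, exact p 0.175, adjusted 0.21; r 0.49 without 2 libraries). The excitatory neuron score ran the other way in B6 (r -0.971, exact permutation p 0.00278, adjusted 0.00834; rho -0.943, exact p 0.0167, adjusted 0.0501; r -0.916 without 2 libraries). This inverse relation was not seen in BALB/c (r -0.31, exact permutation p 0.657, adjusted 0.657; rho 0.143, exact p 0.803, adjusted 0.803), where r was 0.823 without 2 libraries. The myelin score rose with the striatal score in BALB/c (r 0.88, exact permutation p 0.0153, adjusted 0.0306; rho 0.771, exact p 0.103, adjusted 0.204; r 0.819 without 2 libraries). In B6 that relation was not significant (r 0.695, exact permutation p 0.139, adjusted 0.167; rho 0.714, exact p 0.136, adjusted 0.204; r 0.816 without 2 libraries). These are the 6 relations computed. The B6 values are in line with differing amounts of striatal tissue in the punches, and the interaction of this set cannot be told apart from that or from the spread between animals.

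Immediate early genes were flagged because their set passed for the interaction, with a less negative CRS effect in BALB/c (a log2 difference of 0.54). The result stayed past the threshold with the striatal score as a covariate (adjusted p 0.00067, chosen after seeing the data), with median-of-ratios scaling (2.61e-06) and in 12 fits that each left out 1 library (largest adjusted p 0.00317). The exact permutation p of the score interaction was 0.25, and the camera test with an estimated inter-gene correlation gave an adjusted p of 0.463. A difference between strains in this response therefore cannot be told apart from the spread between animals.

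Choroid plexus markers passed for the interaction at -0.57, on 7 of the 15 listed genes. Folr1, Otx2, Kl, Calml4 and Clic6 had group means of at most 4.36 TPM, and only these members rose after CRS in B6. Ttr went from 31.3 ± 24.7 to 9.94 ± 6.996 TPM in B6 (SD, n = 3 each). In BALB/c it went from 29.7 ± 15.9 to 9.77 ± 3.07 TPM (SD, n = 3 each). Enpp2, the most abundant member, was also lower after CRS in both strains. The B6 rise of the set thus rested on members with low values. The set difference remained with median-of-ratios scaling (adjusted p 0.0388). It was not past the threshold with the striatal score as a covariate (0.308). Over 12 fits that each left out 1 library, the difference ran from -0.81 to -0.40. The adjusted p ran from 0.000153 to 0.091, so the call was kept in some fits and not in others. A fit without a library has less power, so a lost call does not show that a single library carries the difference. The exact permutation p of the score was 0.15. Tissue in the punch and the spread between animals remain as candidate explanations, and no biological one is favoured by these tests.

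Ciart (0.96), Airn (1.17), Mycbp (-1.14) and Lrrc51 (-1.03) had the lowest interaction p-values among nameable genes and moved in opposite directions in the strains. Every CRS library lay on one side of the control mean in B6 and on the other side in BALB/c. For example, Ciart was at 16.1 ± 0.30 TPM in B6 controls, 10.4 ± 1.21 TPM after CRS in B6, 9.89 ± 0.87 TPM in BALB/c controls and 13.1 ± 1.09 TPM after CRS in BALB/c (SD, n = 3 each). None passed the interaction test, and opposite movement is what a choice by lowest interaction p favours. In all, 720 genes (4.4%) moved oppositely in this way. Of 100 regroupings within strains, 72, the real one included, gave at least as many, with a median of 940.5. The count is thus no larger than random grouping gives. For the number of genes past the interaction threshold, 100 of 100 regroupings gave at least the real count; as that count was 0 (443 genes at an unadjusted p under 0.05), this was fixed in advance and carries no information.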

How the results depend on the processing

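Before the data were examined, alternatives that need counts had also been listed: tests on counts, their normalization, precision weights and count filters. They were not run, because the values are TPM. Scaling to library size alone is what TPM already has, and a filter of 1 count in any library became no filter. The alternatives named below as quantile normalization, rescaling, a mean of 5 TPM, the striatal covariate, both covariates and summed copies were chosen after seeing the data. Unless a value below shows it, the cause was not tested.

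The stress effect in B6 gave 0 genes (792 at an unadjusted p under 0.05). It gave 2 with log2(TPM + 0.1), 7 without a filter, 1 with the replicate block, 1 at a mean of 5 TPM or more, and 112 at an unadjusted p under 0.05 with at least a 2-fold change. Leaving out 1 library gave 0 to 2. Fabp7 was among the genes called in B6 with log2(TPM + 0.1) (adjusted p 0.048, limma), at a mean of 5 TPM (0.0397), and without control replicate 2 (0.0111) or 9 (0.0374). Over the other alternatives it was not called, with adjusted p-values up to 1. In BALB/c the count of 1 became 0 with median-of-ratios scaling, log2(TPM + 0.1), no filter, the replicate block, quantile normalization, a mean of 5 TPM and summed copies (497 genes at an unadjusted p under 0.05 in the fit as reported). The loss with summed copies is not informative, since Glrx2 outweighs Gm47893 in their unit. It was 2 with the striatal covariate and 50 at an unadjusted p with at least a 2-fold change, and 0 to 1 without single libraries. A count of 1 was not always Gm47893: it was Gm22581 when only the groups compared were fitted and with both covariates, and Gm10108 without CRS replicate 13. Of the 6 fits without a BALB/c library, only that without CRS replicate 15 called Gm47893. The interaction count of 0 became 2 without a filter, 1 with the striatal covariate, 1 with both covariates and 116 at an unadjusted p with at least a 2-fold change, and it was 0 to 2 without single libraries. The averaged effect gave 1 gene, and 2 with median-of-ratios scaling, no filter, robust estimation, quantile normalization, rescaling, a mean of 5 TPM and summed copies. It gave 0 with both covariates, 30 at an unadjusted p with at least a 2-fold change, and 0 to 2 without single libraries. Under these 7 alternatives the second gene was Egr1 in all but the fit without a filter, where it was 9530034E10Rik. With a library left out it was Egr1 (without B6 CRS replicate 14), Gm22581 (without B6 control replicate 2) or Gm47893 (without BALB/c CRS replicate 15). Under the replicate block the 1 gene was 5830408C22Rik, and Fabp7 was not called.

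The strain difference in controls (777 genes) kept within 1.5 times that count under median-of-ratios scaling (711), log2(TPM + 0.1) (759), no filter (667), robust estimation (776), the replicate block (565), quantile normalization (708), rescaling (740) and summed copies (637). It was 305 with the myelin score, 501 with the striatal score, 321 with both, 443 when only the groups compared were fitted, 437 at a mean of 5 TPM and 387 with at least a 2-fold change. Without single libraries it ran from 425 to 1378. The strain difference under stress (1264 genes) was 268 with the myelin score, 225 with the striatal score, 222 with both, 750 with the replicate block, 702 at a mean of 5 TPM and 620 with at least a 2-fold change. The count was higher with median-of-ratios scaling (1397), quantile normalization (1447), rescaling (1395) and when only the groups compared were fitted (1438). It was somewhat lower with log2(TPM + 0.1) (1167), no filter (969), robust estimation (1215) and summed copies (1121). It ran from 539 to 920 without single libraries. The composition scores differ between strains, so a covariate removes part of the strain contrast itself.

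Gene sets were most affected by the handling of correlation between genes. With the correlation estimated from the data, the number past the threshold was 0 in B6 (6 as reported), 0 in BALB/c (5), 0 for the interaction (3), 0 for the average (6) and 0 for the strain difference in controls (5). The rotation test fry gave 0, 0, 0, 0 and 4. In BALB/c the count was also 3 with median-of-ratios scaling, 2 with the myelin score and 2 with the striatal score. Without single libraries the counts ran from 2 to 6 in B6, 1 to 6 in BALB/c, 2 to 5 for the interaction, 3 to 7 for the average and 4 to 6 for the strain difference. Values that changed sign were the striatal set in controls with the myelin score (0.23), the myelin set in BALB/c (from -0.84 to 0.31 across the 6 fits without 1 library), and the myelin set for the average (from -0.48 to 0.10 across 12 such fits). Over the single set results that alternatives other than left-out libraries gave, 138 kept direction and side of the threshold, 70 became weaker and 1 reversed.

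The correlation of stress effects (0.114) was lost with the striatal score (-0.002) and with both scores (-0.055). Neither value was as large in size as the median over regroupings (0.071). It was 0.435 with the replicate block, which shares terms between the strains. The correlation ran from 0.045 to 0.144 without single libraries. The same-numbered CRS libraries had correlations of deviations of -0.029 and -0.036. Of the results for single named genes, 374 kept direction and side, 9 became weaker, 2 became stronger and 0 reversed under the alternatives other than left-out libraries. Across 6 fits that each left out 1 library, Fos in BALB/c ran from -0.68 to 0.025, the latter without BALB/c CRS replicate 12. Fabp7 averaged over strains ran from 1.11 to 1.32, with adjusted p-values from 0.00135 to 0.0637 over 12 such fits.

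Depth is not recorded in TPM, so which absences reflect shallow sequencing cannot be judged. With 3 animals per group, the simulation called 79% of genes changed by 1 on the log2 scale. It changed 200 genes at once, in the B6 stress contrast only, and drew the noise of each gene independently. An adjusted threshold is stricter when fewer genes change, so 79% is not the power for these data. Smaller changes and the interaction were not simulated.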

Other observations

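The tests of the strain calls against scaling and against tissue scores, and of Fabp7 against the striatal score, were chosen only after the results were seen.

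The counts of genes past the threshold were compared with regroupings of the same libraries. In B6, 10 of the 10 splits of the 6 libraries gave at least the real count of 0 (792 genes at an unadjusted p under 0.05), which a count of 0 makes certain, and in BALB/c 7 of 10 gave at least 1 gene. Designs of 3 against 3 cannot go below 1 of 10. For the averaged effect, 59 of 100 regroupings gave at least 1 gene. For the strain difference, splits that part as many same-numbered pairs were compared: 1 of 6 in controls and 1 of 4 under stress, the real split in each case, gave as many genes, and the highest count in any other split was 1. For the correlation of stress effects, 27 of 100 regroupings were as far from 0.

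The split of B6 libraries with the most genes was not the real one. It gave 76 genes and set control replicate 2 and CRS replicates 12 and 13 against control replicates 3 and 9 and CRS replicate 14. Of the 10 splits, this had the largest gap in the striatal score (2.06 against 1.17 for the real split). The highest count among 100 regroupings for the averaged effect, 1154 genes, came from a grouping with the same division of the B6 libraries.

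Fabp7 was higher in all 6 CRS libraries than in any of the 6 controls, and 4 technical explanations were tested. A difference in collection time was examined through core clock genes: the difference between the clock genes of opposite phase changed by 0.006 on the log2 scale, with an exact permutation p of 0.94. That average hides opposite changes of -0.12 in B6 and 0.13 in BALB/c, and single clock genes, picked after their values were seen, moved: Per3 went from 12.5 ± 0.48 to 8.37 ± 0.30 TPM in B6, and Nr1d1 from 38.9 ± 6.79 to 55.4 ± 3.14 TPM in BALB/c (SD, n = 3 each). Neither was called (adjusted p 1 for each, limma). Some clock genes moved the same way in both strains. Per2 went from 10.2 ± 1.57 to 8.65 ± 0.62 TPM in B6 and from 9.57 ± 2.47 to 6.74 ± 0.41 TPM in BALB/c. Nr1d1 was also higher in B6, at 42.5 ± 9.25 and 50.2 ± 1.19 TPM (SD, n = 3 each). Nr1d2 moved in opposite directions, from 37.6 to 34.9 TPM in B6 and from 30.7 to 33.3 TPM in BALB/c. A difference in collection time is therefore not excluded. The averaged effect passed with the striatal score as a covariate (adjusted p 0.00569) and with median-of-ratios scaling (0.0253). It was not past the threshold in 2 of the 12 fits without a library, those without BALB/c control replicate 5 or CRS replicate 12 (largest adjusted p 0.0637), nor with both tissue scores (0.0563) or the replicate block (0.351), while its log2 change over the 12 left-out fits stayed between 1.11 and 1.32. A fit without a library also has less power, so the lost calls do not show that a single animal carries the effect. The lack of overlap between the 6 CRS libraries and the 6 controls speaks against it. The replicate block leaves the averaged effect to the libraries with unshared numbers, so the call lost there cannot decide whether Fabp7 rose. A rise of Fabp7 with CRS in both strains is a hypothesis for further work.

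Lower immediate early gene levels after CRS, averaged over strains, persisted with the striatal score as a covariate (adjusted p 5.48e-21) and with median-of-ratios scaling (3.27e-19). The scaling test is weak, since a shift shared by all genes largely cancels in a set effect. The lower levels also persisted in 12 fits that each left out 1 library (largest adjusted p 4.14e-14). All 20 genes of the set were lower. In BALB/c the score was 4.29 in CRS replicate 12, the library with 18S ribosomal RNA at 3.97% of TPM. It was 4.99 and 4.86 in CRS replicates 13 and 15, close to the control mean of 4.96. The fall of the BALB/c score thus rests largely on replicate 12. Relative to all genes, the BALB/c value ran from -0.42 to -0.16 across 6 fits that each left out 1 library. The exact permutation p of the averaged score was 0.03, which is 0.36 after adjustment over 12 sets, and the tests that allow for correlation between genes gave 0.0768 and 0.094. A lower level of these genes is thus a hypothesis only. They respond within minutes to handling, and behavioural testing preceded collection; neither could be tested with these data.

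Many strain calls may reflect how reads are divided between near-identical genes. Of the 154 genes called in controls that have a near-identical copy, 37% belong to a unit that was still called after its members were summed. Counted by unit, 91 held a call and 22 were called after summing. A call lost on summing does not by itself show divided reads, since an abundant member can outweigh a copy that truly differs. In controls, Rpl3 fell from 627.8 ± 61.3 TPM in B6 to 119.4 ± 14.0 TPM in BALB/c, while Rpl3-ps1 was listed at 0 in B6 and stood at 429.1 ± 43.9 TPM in BALB/c; their sums were 627.8 ± 61.3 and 548.5 ± 57.0 TPM (SD, n = 3 each). Eno1 went from 732.3 ± 146.7 to 278.7 ± 14.0 TPM while Eno1b went from 2.27 to 266.2 TPM. The sum of the Eno1 unit, which holds 3 genes, was 734.6 ± 147.5 and 861.2 ± 20.8 TPM. In BALB/c controls Eno1 and Eno1b alone did not reach this sum, so the balance needs the remaining member of the unit. Another family did not balance in this way: Atp6v0c was at 1180 ± 224.6 and 997.3 ± 66.1 TPM while Atp6v0c-ps2 was listed at 0 in B6 and stood at 706.8 ± 51.3 TPM in BALB/c, so the sum rose from 1180 ± 224.6 to 1704 ± 115.4 TPM (SD, n = 3 each). The sum of the Rps2 unit also rose, from 717.4 ± 98.3 to 1557 ± 53.0 TPM. A candidate explanation for the balanced families is that BALB/c reads carry variants against a B6 reference that match a copy better than the parent gene, which sequence data are needed to test. A true strain difference in the copies was not ruled out.

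The excess of lower calls in BALB/c controls (71.2%) was 55.4% with median-of-ratios scaling, so its size depends on the scaling. That scaling centres the typical gene: the median log2 change went from -0.10 to -0.003. A move toward balance was thus built in, and it does not show which scaling is right. With the myelin and striatal scores as covariates, 321 genes were called in controls, of which 301 were among the 777. Because the scores differ between strains, these counts cannot separate a difference in tissue composition of the punch from a strain difference in expression.

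BALB/c CRS replicate 12 had 18S ribosomal RNA at 3.97% of TPM. Incomplete poly(A) selection is a possible explanation: 3 other RNAs without a poly(A) tail were also highest in this library. Rn7sk was at 417.3 TPM against 3.45 to 31.4 TPM in the other 11, Rpph1 was at 66.3 TPM against 0 to 6.17 TPM, and Rmrp was at 70.5 TPM against 0 to 6.91 TPM. Of the further RNAs examined, Rnu11, Rnu12, Rny1 and Rny3 were listed at 0 in every library and could not test this. Terc did not follow: it was at 0 in this library and at 0.455 TPM in BALB/c CRS replicate 15. The ratio of Rpph1 to the median of the other 11 libraries was 48.6; Rmrp has no such ratio, since its median there is 0. No biological explanation was tested.

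Xist was at most 0.043 TPM and Ddx3y was between 14.9 and 21.97 TPM in all 12 libraries; the labels do not state sex.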
